A study of Caulobacter vibrioides CB15 with 8 samples. Its data were reported in "A cryptic transcription factor regulates Caulobacter adhesin development" (2022).

How the data were processed

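RNA was measured in 8 cultures of Caulobacter crescentus CB15, a freshwater bacterium that attaches to surfaces with a polysaccharide adhesin, the holdfast. Per the labels, 4 libraries came from a strain with an empty vector (EV) and 4 from a strain overexpressing rtrC (rtrC++). All cultures grew in a defined xylose medium at 30 °C with 50 µM cumate, the inducer, and were harvested at an optical density of 0.3 to 0.4. Groups and replicate numbers were taken from the sample titles, and the study describes the replicates as biological. Libraries were made with a stranded kit after rRNA depletion. Whether the counting used strand is not given in the sources used here, so antisense and overlapping genes are uncertain.

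The authors mapped the reads to the NA1000 genome with CLC Genomics Workbench and deposited RPKM values, reads per kilobase of gene scaled to the mapped reads of the library, with 1 column per library. The authors' deposited table also holds a fold change, a log2 fold change, a p-value and an FDR p-value from their own test, for most rows. It has 4085 rows, of which 3886 are protein-coding genes with coordinates and 199 are other rows without a length or product. No symbol is given there for rtrC, rtrB or rtrA. These were matched to 1 row each by the start of the protein that the cloning primers encode.

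For every protein-coding gene the deposited RPKM times gene length was a whole multiple of 1 step per library, within 0.01 of a read for 100% of genes. Read numbers could therefore be recovered. The mapped total was 16458258 to 20534047 reads per library, and 646205 to 2222963 of these lay in protein-coding genes. Because all mapped reads are in the denominator, the deposited RPKM moves with the share of coding reads. RPKM values were divided by a factor per library from the trimmed mean of M values over the recovered coding reads (trims of 0.3 and 0.05), 0.453 for EV replicate 2 to 1.88 for rtrC++ replicate 1. These values are called scaled RPKM.

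A count model had been planned in case the table held counts. For RPKM the plan gave limma-trend on log2(value + 0.5), with no covariates and all 8 libraries, and named neither a scaling nor a filter for that case. The scaling and the minimum-read filter of the planned count test were carried over. That choice was made once the values had been found to be RPKM, and before any model was fitted here, but the fold changes in the authors' deposited table had been seen when the filter was settled. Where calls differ on RPKM as deposited, this is stated with the result or in the closing section. Protein-coding genes needed the equivalent of 10 reads in a median library in at least 4 libraries and 15 reads in total, and other rows an RPKM of 0.5 in 4 libraries, which left 3763 rows. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.001 and a fold of at least 1.5, the thresholds of the study. Fold changes are on the log2(scaled RPKM + 0.5) scale, which understates changes of low genes. All adjusted p-values for genes are from limma 3.58.1 in R 4.3.3.

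The 22 gene lists were fixed before the data were examined, as were the tests and most of the other settings tried. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The aa3 oxidase, alternative chemotaxis and reporter lists are groups the study discusses, and the cdz and competence lists were picked from its published results for these samples, so none of them is independent evidence of direction. The c-di-GMP list was made from annotation and chosen locus tags, among them dgrB, CCNA_01140 and CCNA_00089, which the study discusses, so it is not fully independent either. The same holds for the adhesion signalling list, which includes rtrB and hfiA, whose changes in these samples the study reported. The genes named are rtrC, hfiA and rtrB, then the 10 largest positive and 10 largest negative changes among called genes whose libraries did not overlap between groups. To these were added up to 4 called members of each list, or the 2 with the smallest adjusted p where none was called, and every reporter gene. Published summary values had been read when this rule was written. rtrA, CCNA_02910, coxC, ctaG, CCNA_03515, coxE, cydA and ccoO fall outside the rule and were added after their values were seen. The chaperone list holds ibpA by its name, although the gene of that name in this genome is not a small heat shock protein.

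The procedure was tested on simulated data with 200 changed genes among 3608 tested. It recovered 12% of genes changed 1.5-fold, 72% at 2-fold, 98% at 3-fold and 100% at 5-fold, and called 0 unchanged genes. All simulated genes shared the same dispersion, 0.018, and changed genes were drawn only from those with more reads. These rates therefore do not carry over to genes with few reads or with a wide spread between libraries. Alternatives covered the scaling, the filter, the pseudocount, the thresholds, limma-voom on recovered reads, a replicate block, rows left out and each library left out.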

Results

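The data are RPKM values for 8 RNA-seq libraries, 4 from the EV strain and 4 from the rtrC++ strain. Reads in protein-coding genes numbered 1443356, 646205, 1519736 and 1122796 in EV replicates 1 to 4, and 2170144, 2222963, 1431645 and 1177723 in rtrC++ replicates 1 to 4. These were 6.26% ± 2.11 (SD, n = 4) of all mapped reads in EV and 9.72% ± 3.48 (SD, n = 4) in rtrC++, a difference within the spread of libraries (exact permutation test, two-sided, p = 0.20). The lowest share was 3.30% in EV replicate 2, with a 95% Wilson interval of 3.29 to 3.31% that covers counting error only. In each library 4 non-coding rows exceeded 10000 RPKM. After scaling, the mean correlation of a library with the others of its group, taken across genes, was 0.941 for EV replicate 2 and 0.959 to 0.983 for the other libraries.

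The first comparison asked whether rtrC itself was raised in the strain built to overexpress it. rtrC (CCNA_00551, NA1000 chromosome, 568260 to 568700, minus strand), which encodes a transcription factor, stood at 2.94 ± 0.49 scaled RPKM in EV and 1349 ± 150 in rtrC++ (SD, n = 4 each). Its log2 fold change was 8.62 (SE 0.13, limma adjusted p = 2.3e-10), and all rtrC++ libraries lay above all EV libraries. The plasmid copy and the chromosomal gene share this coding sequence, so their transcripts cannot be separated here.

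The next comparison concerned hfiA and rtrB, a target and a regulator of holdfast development. hfiA (CCNA_00860, 938619 to 938855, minus strand), the holdfast inhibitor, fell from 37.6 ± 6.6 to 7.59 ± 2.42 scaled RPKM (SD, n = 4 each), a 4.82-fold decrease (log2 fold change -2.27, SE 0.22, limma adjusted p = 7.3e-05). The call on hfiA depended on the scaling. On RPKM as deposited, its log2 fold change was -1.65 with a limma adjusted p of 0.016, short of the threshold. rtrB (CCNA_02415, 2559422 to 2559829, plus strand), an XRE-family regulator that promotes holdfast synthesis, rose 11.3-fold, from 13.5 ± 1.4 to 158 ± 8.7 scaled RPKM (SD, n = 4 each; log2 fold change 3.50, SE 0.10, limma adjusted p = 2.2e-08). The related regulator rtrA, added after its values were seen, had a log2 fold change of 0.49 and was not called (limma adjusted p = 0.14).

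**Figure D1:**
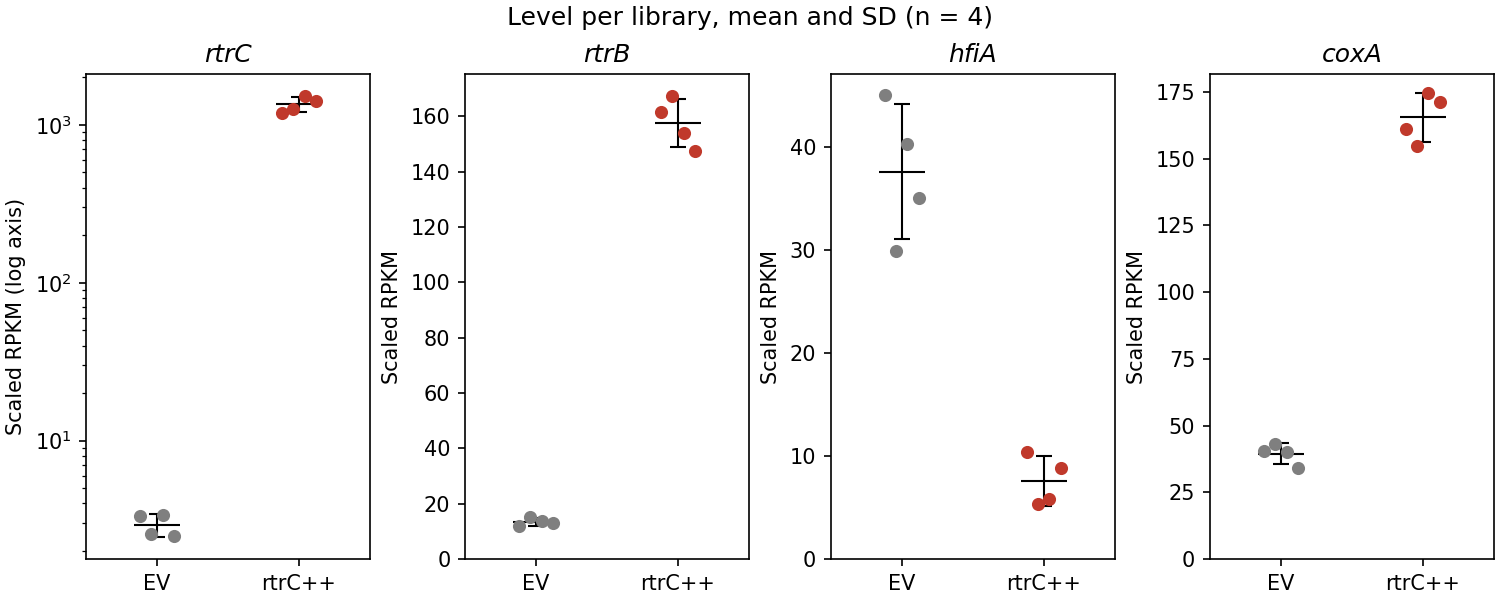
Scaled RPKM per library (points) with mean and SD (bars, n = 4) for rtrC on a log axis and for rtrB, hfiA and coxA on linear axes, in EV (grey) and rtrC++ (red). The 4 rtrC++ libraries lie above all EV libraries for rtrC, rtrB and coxA and below them for hfiA.

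Across the genome, rtrC overexpression was accompanied by 55 genes higher and 83 lower among 3763 tested (limma-trend, adjusted p at most 0.001 and fold at least 1.5). The authors' own deposited test, at an FDR of 0.001 and a fold of 1.5, had 98 higher and 127 lower. After rtrC, the largest increase among genes whose libraries did not overlap was in hipB (CCNA_00049), annotated as a helix-turn-helix regulator, which rose from 2.29 ± 0.87 to 35.6 ± 2.7 scaled RPKM (SD, n = 4 each). CCNA_03169, an SH3 domain protein, rose by a log2 fold change of 3.44, and the neighbouring genes CCNA_03082 and CCNA_03081, of unknown function, by 3.28 and 2.58. CCNA_02517 and CCNA_01255, also of unknown function, rose by 3.08 and 3.06, and CCNA_01606, a ParA-related ATPase, by 2.52. The non-coding row CCNA_R0184 was also higher and was listed at 0 in 3 of the EV libraries. The largest decreases were in CCNA_03826, a pyocin-family protein, from 87.4 ± 17.8 to 3.13 ± 0.33, and in cdzC, from 237 ± 143 to 8.37 ± 2.96 scaled RPKM (SD, n = 4 each). CCNA_00592, a ferritin superfamily protein, and its neighbours CCNA_00589, CCNA_00591, CCNA_00593 and CCNA_00594 had log2 fold changes of -4.20, -4.02, -4.08, -3.57 and -4.14. CCNA_01405, a GIY-YIG domain protein, changed by -3.91, and the non-coding row CCNA_R0111 by -3.81. On RPKM as deposited the median gene was shifted by 0.57 on the log2 scale, and 49 genes were higher and 23 lower, of which 33 and 22 were also called after scaling, so that 68.1% of calls were increases against 39.9% after scaling. The number of higher genes fell to between 34 and 39 when a library other than EV replicate 2 was left out. Without EV replicate 2 it was 61.

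**Figure D2:**
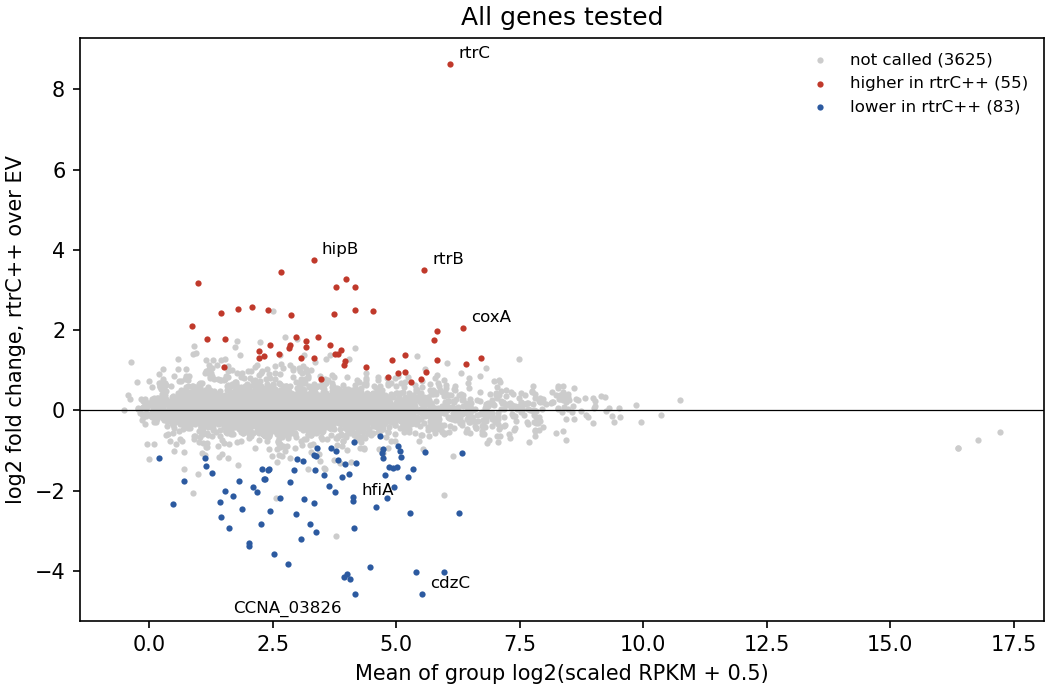
Log2 fold change of rtrC++ over EV against the mean of the group log2(scaled RPKM + 0.5) for the 3763 rows tested. The 55 genes called higher are red, the 83 called lower are blue and the others are grey.

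Called genes tended to follow one another along a strand, counted at any distance and passing over genes on the other strand. Of 133 called protein-coding genes, 28 had a next gene on the same strand that was called in the same direction, against 2.40 ± 1.48 (SD) in 1000 random assignments of the calls (permutation test, one-sided, p = 0.001, the smallest these draws can give). The draws took genes as independent, which genes sharing a transcript are not, so this p-value does not measure an effect of rtrC. On RPKM as deposited, where fewer genes were called, 16 had such a neighbour.

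Among 8 adhesion signalling genes, 2 rose and 2 fell, and the counts adjusted over the list alone were also 2 and 2. The membership of CCNA_00248 and CCNA_03675, which hold 2 of these 4 calls, was inferred from the study and is unsure. Besides rtrB and hfiA, the sensor kinase gene CCNA_00248 rose (log2 fold change 0.79, limma adjusted p = 4.1e-04) and the PAS-family kinase gene CCNA_03675 fell (log2 fold change -1.14, limma adjusted p = 2.0e-04). The call on CCNA_00248 was lost without any of the libraries except EV replicate 2, with limma adjusted p up to 0.0026. That on CCNA_03675 was lost without EV replicate 3 or 4 or rtrC++ replicate 3 or 4. Neither was called on RPKM as deposited. None of 16 genes for holdfast synthesis and anchoring passed the thresholds, over all genes or adjusted over the list alone. The smallest adjusted p values in that list belonged to hfsJ and hfsG, glycosyltransferase genes with log2 fold changes of -0.42 and -0.57.

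Genes of the aa3-type cytochrome c oxidase, a terminal oxidase of respiration, included 2 of 6 that rose, and 2 adjusted over the list alone. coxA went from 39.5 ± 3.8 to 165 ± 9.1 and coxB from 28.1 ± 4.3 to 112 ± 8.3 scaled RPKM (SD, n = 4 each), 4.15-fold and 3.95-fold. The other 4 members, coxC, ctaG, CCNA_03515 and coxE, had log2 fold changes of 1.17, 1.04, 0.73 and 0.89 and were not called. EV replicate 2 was the highest EV library for each of them, and EV values were 44.0 ± 18.7, 37.0 ± 31.5, 110 ± 97.0 and 10.8 ± 11.6 scaled RPKM (SD, n = 4). Without that library coxC was called (log2 fold change 1.43, limma adjusted p = 1.1e-04), and ctaG, CCNA_03515 and coxE stood at 1.54, 1.25 and 1.51, still not called (limma adjusted p = 0.0014, 0.0066 and 0.0025). Without EV replicate 1, CCNA_03515 and coxE stood at 0.45 and 0.55. In the alternative chemotaxis cluster, 3 of 7 genes rose, and 5 adjusted over the list alone. These 3 were CCNA_00629, a chemoreceptor gene, cheAII and CCNA_00632, with log2 fold changes of 2.41, 1.79 and 1.78. The study discusses both groups from these samples, so their direction is not independent evidence. Of 12 genes in the main chemotaxis operon none was called, and 2 of 20 chemoreceptor genes rose, CCNA_00538 (log2 fold change 2.50) and CCNA_00629, with counts of 0 and 2 adjusted over the list alone. The study reported the rise of both CCNA_00538 and CCNA_00629 from these samples, so these calls are not independent evidence either. None of 9 tested quinol, cbb3 or bd oxidase genes and none of 24 NADH dehydrogenase and ATP synthase genes was called, and these counts were also 0 adjusted over the list alone. Libraries within both groups stood far apart for cydA and ccoO, of the bd and cbb3 oxidases. cydA stood at 70.4 ± 85.3 in EV and 28.5 ± 23.6 in rtrC++, and ccoO at 29.8 ± 56.7 and 10.6 ± 13.7 scaled RPKM (SD, n = 4 each). Replicate 1 was the highest in both groups, at 192 and 63.6 for cydA and 115 and 30.5 for ccoO. The median of the oxidase list relative to all genes was 0.22 on the log2 scale and ranged from -0.60 to 0.52 when each library was left out, so it has no settled direction.

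All 4 cdz genes, which encode a contact-dependent bacteriocin and its secretion system, fell, also when adjusted over the list alone. This list was picked from published results for these samples and is not independent evidence. cdzA, cdzB, cdzC and cdzD had log2 fold changes of -2.83, -2.94, -4.57 and -4.02. Of 6 competence genes, a list picked in the same way, none was called over all genes and 2 were lower adjusted over the list alone, dprA at -2.06 and the comA-like gene CCNA_01981 at -0.77. Over all genes, limma-voom called CCNA_01981 (adjusted p = 9.3e-04). Treat, the limma test against a fold of 1.5, was run at an adjusted p of 0.05 and called dprA only at that looser level (adjusted p = 0.045). Among 62 TonB-dependent receptor genes, which encode outer membrane importers, 3 rose and 2 fell, against 6 and 2 adjusted over the list alone. CCNA_03227, CCNA_01738 and CCNA_02910 (the last named after its values were seen) rose by log2 fold changes of 1.40, 1.75 and 1.13, and CCNA_00224 and CCNA_01203 changed by -2.02 and -1.38. The call on CCNA_01738 was lost without EV replicate 3 or any of the rtrC++ libraries, and that on CCNA_01203 without any library except EV replicate 2 or rtrC++ replicate 1. CCNA_02910 lost its call without any library except EV replicate 4, with limma adjusted p up to 0.0048. CCNA_03227, CCNA_02910, CCNA_00224 and CCNA_01203 were not called on RPKM as deposited.

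Among 6 flagellin genes 1 fell, fljN, with a log2 fold change of -1.16, and 2 fell adjusted over the list alone. The near-identical flagellin genes may share reads, so their separate values are uncertain. None of 35 other flagellar genes and none of 9 pilus genes was called, over all genes or adjusted over the list alone. Of 15 genes for the second messenger c-di-GMP 1 fell, CCNA_00089 (log2 fold change -1.45), and 1 adjusted over the list alone. Neither fljN nor CCNA_00089 was called on RPKM as deposited. No member was called among 54 ribosomal protein, 5 xylose, 14 SOS and repair, 12 chaperone, 8 general stress and 14 cell cycle genes, over all genes or adjusted over the list alone.

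In each list without a call, the members with the smallest adjusted p had the following log2 fold changes, none of which passed. In the main chemotaxis operon, CCNA_00446 stood at -0.47 and cheE at 0.22. The quinol oxidase genes qoxA and qoxC stood at 0.61 and 0.55, nuoB of NADH dehydrogenase at -0.36 and the ATP synthase gene CCNA_03558 at 0.55. The hook-related gene CCNA_02931 stood at -2.19 with an SE of 0.51, its EV libraries ranging from 5.53 to 34.3 scaled RPKM, and flgH at -0.39. The pilus genes cpaD and cpaA stood at -0.58 and -0.52, and the ribosomal protein genes CCNA_00320 and rpsN both at 0.61. xylD and xylX of the xylose operon, where the expression plasmids were integrated, stood at -0.27 and -0.21. The excinuclease gene CCNA_02673 stood at 0.65, ruvB at -0.53, the groES gene CCNA_00722 at 1.05 and the small heat shock gene CCNA_03706 at 0.47. Values were -0.35 for the stress gene CCNA_01236, 0.23 for the sigma factor gene sigT, -0.63 for sciP and -0.38 for ftsZ, both of the cell cycle list.

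The study examined more promoters with reporters than the 9 genes listed here, which leave out most of those without a response. Among these 9, CCNA_00538 and CCNA_00629 rose and CCNA_00089 fell, while 2 fell adjusted over the list alone. CCNA_00388, an esterase gene, narrowly missed the call (log2 fold change -1.37, limma adjusted p = 0.00104). It was called by limma-voom, with a pseudocount of 1, with the filter of 50 reads and with non-coding rows left out (limma adjusted p = 3.8e-04 to 8.6e-04), and by treat at an adjusted p of 0.036, but not on RPKM as deposited (limma adjusted p = 0.25) or when each library in turn was left out (limma adjusted p = 0.0019 to 0.0050). CCNA_03585, CCNA_02901, dgrB, CCNA_01140 and CCNA_02976 had log2 fold changes of 0.63, 0.28, 0.09, 0.27 and -0.28 and were not called. The study read its reporters for the listed genes in a complex medium, whereas the RNA here came from cultures in defined xylose medium. It reported that the genes just named responded in complex medium only, and CCNA_00089 in defined medium only. This list was drawn from genes the study discusses and is not independent evidence.

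In a test of each list against all other genes (camera, preset correlation), 10 of 22 lists passed at an adjusted p of 0.05. Higher lists were the alternative chemotaxis cluster (adjusted p = 2.1e-07), the aa3 oxidase (adjusted p = 1.3e-04), TonB receptors (adjusted p = 4.4e-04) and ribosomal proteins (adjusted p = 0.012). Lower lists were cdz (adjusted p = 3.1e-06), flagellar structure (adjusted p = 0.0045), holdfast (adjusted p = 0.0074), cell cycle (adjusted p = 0.011), pili (adjusted p = 0.030) and flagellins (adjusted p = 0.035). No list passed with an estimated correlation, where the smallest adjusted p was 0.11, for the alternative chemotaxis cluster. Adjusted p values with an estimated correlation were 0.42 for the aa3 oxidase, 0.33 for cdz and for TonB receptors, 0.51 for holdfast, flagellar structure and flagellins, 0.42 for cell cycle, 0.57 for pili and 0.70 for ribosomal proteins. On RPKM as deposited the holdfast, flagellin, pilus and cell cycle lists did not pass at the preset correlation (adjusted p = 0.13, 0.23, 0.20 and 0.23), whereas the competence list passed as lower (adjusted p = 0.041, against 0.30 after scaling). The flagellin, pilus and ribosomal lists each also failed without some of the single libraries, for example without EV replicate 2 (adjusted p = 0.058, 0.077 and 0.14). With the filter of 50 reads the flagellin and pilus lists did not pass either (adjusted p = 0.069 and 0.11). The chaperone list passed without EV replicate 4 (adjusted p = 0.045). Fry, which tests whether the genes of a list move on balance 1 way and does not compare them with other genes, gave adjusted p values of 1.0e-04 for adhesion signalling (higher), 0.011 for competence (lower), 0.0081 for the reporter genes (higher) and 0.0498 for xylose (lower), lists that camera did not pass. The adhesion signalling list includes rtrB, at a log2 fold change of 3.50, while hfiA and CCNA_03675 fell. The study reported the changes of rtrB and hfiA in these samples, so that result is not independent evidence. Of the lists that camera passed at the preset correlation, holdfast (adjusted p = 0.055), flagellar structure (adjusted p = 0.086), pili (adjusted p = 0.13) and ribosomal proteins (adjusted p = 0.35) did not pass fry, and the other 6 did.

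**Figure D3:**
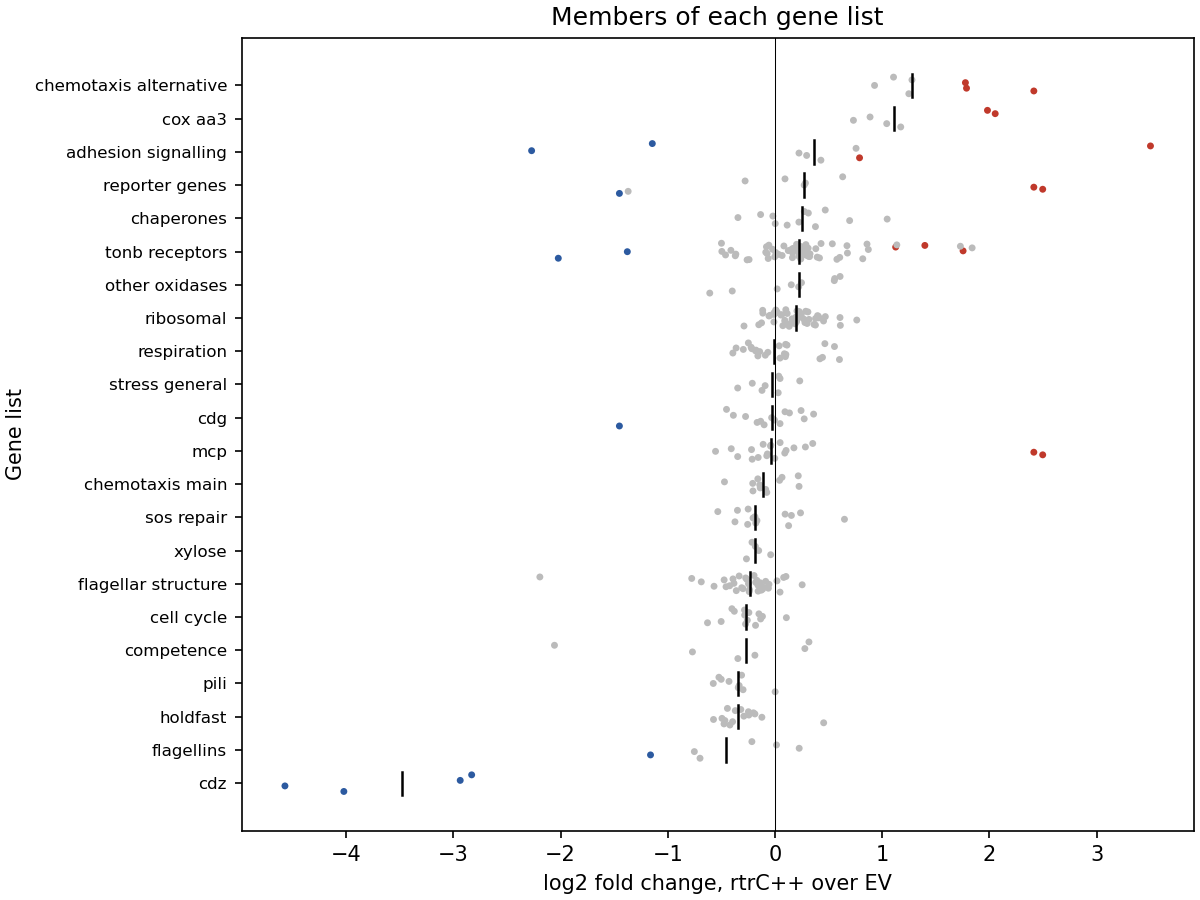
Log2 fold change of rtrC++ over EV for each tested member of the 22 gene lists, with called members in red (higher) or blue (lower), others in grey, and the median of the list as a black line. The 4 cdz genes lie furthest to the left, with a median of -3.48, and the alternative chemotaxis cluster has a median of 1.28.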

Values the study reported

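The study reported that hfiA transcripts were about 5-fold lower in rtrC++ than with the vector. It gave a 12-fold increase for rtrB. Of the genes it called direct targets, it counted 63% as activated and 37% as repressed. Besides a change in RNA, a direct target needed binding of RtrC and an RtrC motif at its promoter. These shares therefore cover only a part of the changed genes and are not comparable with the shares of all calls given above.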

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

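The tests on the run of neighbouring genes, and its bounds, were chosen after the results were seen. Each group of 4 libraries was searched for a library far from the other 3, and 14 of 164 groups had one, against 8.20 that chance alone would give; some genes of the oxidase lists were added because their libraries stood apart, which raises that number. EV replicate 2 had the fewest reads in protein-coding genes, though not the fewest mapped reads. It was the highest EV library for CCNA_02931 (34.3 scaled RPKM against 5.53 to 9.89), CCNA_03826 (114 against 75.2 to 80.8), CCNA_00388 (6.26 against 4.48 to 4.77) and coxE (28.1 against 3.53 to 7.63). EV replicate 1 was the highest for hfsJ (9.02 against 8.28 to 8.39), xylX (154 against 127 to 130), CCNA_01606 (1.38 against 0.80 to 0.85) and ccoO (115 against 0.64 to 3.03). EV replicate 4 was the highest for hipB (3.60 against 1.81 to 1.89) and CCNA_R0184 (0.77 with the other 3 listed at 0). In rtrC++, replicate 4 was the highest for CCNA_00224 (6.92 against 5.89 to 5.94), replicate 1 for CCNA_03585 (24.5 against 15.5 to 17.0) and cydA (63.6, with 13.8 in the lowest library), and replicate 2 was the lowest for cdzB (0.44 against 0.61 to 0.62).

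A run of neighbouring genes fell together with the cdz genes. Between 604210 and 641910 on the chromosome, 13 of 26 protein-coding genes were lower and 0 were higher, which with cdzA to cdzD makes 17 genes. Complete loss of these genes from the rtrC++ strain is argued against. The 17 genes, which include the cdz genes outside the run, still had a median of 43 reads per rtrC++ library, against 364 per EV library. Each kept at least 33 reads in total over the rtrC++ libraries. Reads that remain cannot exclude a loss in part of the cells. High values in EV replicate 2 are argued against as the whole cause, since 16 of the 17 were still called without it. An effect of rtrC on these genes, direct or indirect, and a difference between the strains other than rtrC may both account for the pattern, and neither was tested.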

How the results depend on the processing

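The scaling by coding reads only was added after seeing the data, and all other alternatives were planned. Across the alternatives rtrC and rtrB kept their direction and their call, with log2 fold changes of 8.42 to 9.19 and 3.45 to 4.13. hfiA lost its call only on RPKM as deposited (library size only), at -1.65, and was -2.42 to -2.11 when each library was left out. With library size only, 23 genes were lower, 72 changed in total and 16 had a neighbour called alike. There the median log2 fold change over genes was 0.57 and the median SE 0.46, against 0.005 and 0.16 after scaling. An upward shift and a larger SE both work against calling decreases. Why the share of coding reads differed between libraries was not tested. The replicate numbers were not shown to pair the libraries. Deviations from the group means correlated at 0.35, -0.05, 0.15 and 0.01 for numbers 1 to 4. Between libraries of different numbers they correlated at -0.44 to 0.26. These few values cannot exclude a shared batch, above all for number 1. With the replicate block, 27 genes were higher, 55 lower, 82 changed in total, and 18 had a neighbour called alike. The block left the fold changes as in the main fit, so these calls differ only through the estimate of error. Whether a shared batch plays a part was not tested. At an adjusted p of 0.05 with no fold threshold, 216 were higher, 242 lower, 458 changed in total and 115 had a neighbour called alike, as the looser threshold implies. Leaving out each library gave 34 to 61 higher, 63 to 86 lower, 99 to 147 changed and 22 to 33 with a neighbour called alike. The number of lists passing was 7 to 11. The highest gene and neighbour counts all came without EV replicate 2 and were above those of the full fit. Every other library left out gave lower counts than the full fit, with fewer samples in each. Of 35 other called genes named in the text, 27 were still called with library size only and 27 with the replicate block, which ended the calls of CCNA_00089, CCNA_00248, cheAII, CCNA_00632, CCNA_01203, CCNA_02910, CCNA_03081 and CCNA_03675. The block also called dprA (limma adjusted p = 3.4e-04), which the main fit did not. Treat, run at an adjusted p of 0.05, ended the calls of CCNA_00248 and CCNA_02910. None of the 35 reversed under the alternatives run. In simulation 12% of 1.5-fold changes were called; their median estimate of 0.56 on the log2 scale lay below the fold threshold itself, and depth was not varied. The count models edgeR and DESeq2 were kept for a table deposited as counts and were not run, although whole reads could be recovered. For the recovered reads limma-voom was the only model fitted, and unique counts were not analysed here.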

Other observations

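All tests in this part were chosen after results that bear on them had been seen; the scaling factors were known before the test of the spread. The real grouping of the 8 libraries called 138 genes, and the highest of the other splits called 0. It was the only 1 of the 35 splits with as many, a share under 0.05 and the smallest this test can give. At that level it argues against a random division of the libraries as the source of all calls. No single call is tested by it. The other splits mix the strains in both groups, which widens their spread.

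hfiA was called after scaling and not on RPKM as deposited. A candidate explanation is the uneven share of coding reads, which the deposited values keep. The residual SD of the median gene on the log2 scale was 0.58 on the deposited values and 0.23 after scaling, a ratio of 2.56, and that of hfiA was 0.77 and 0.36. These values are consistent with the explanation. The factors come from all coding genes, so a narrower spread of the median gene tests little. The value for hfiA tests little as well. That gene was examined because its adjusted p fell on scaling, and a smaller SE is part of that fall. The SE of the hfiA fold change went from 0.48 to 0.22 and the fold change itself from -1.65 to -2.27. An actual difference in mRNA content per cell between the strains would be removed by the same scaling, and was not tested.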
